A study of Mus musculus with 4 samples. Its data were reported in "Bap1/SMN axis in Dpp4+ skeletal muscle mesenchymal cells regulates the neuromuscular system" (2022).

How the data were processed

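Cells were isolated by the authors from hind limb muscle with collagenase and dispase and sorted as Sca1+ cells without CD31, CD45, or Vcam1, and RNA was extracted without culture. Libraries were made with TruSeq chemistry and sequenced as paired ends, per the study. There were 4 libraries, 2 labelled WT and 2 labelled cKO, all from male mice according to the labels. The titles of the WT libraries name Prx1-Cre, so these controls may carry the driver, whereas the study describes its controls as floxed mice. The genotype of these controls is therefore unclear.

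The authors deposited RPKM values per RefSeq gene in a single table, in which each of 20027 genes has 1 accession. The submitters' processing notes name TopHat2 (version 2.0.9), bedtools, and edgeR, and the builds mm9 and mm10, without saying which step used which. The gene annotation and the counting rule were not given in the sources used here, nor was whether strand was used, so reads of overlapping antisense genes cannot be told apart from those of the named gene. RPKM divides by transcript length and by the library total, so a change in a few abundant genes moves all others. Genes with no reads were not at 0 but at a small value that differed by gene and stood in a fixed ratio between libraries. It was found in all 4 libraries for 1110 genes. In genes at that value in 3 libraries, 60.1% of 1244 low values in the other library lay above it by whole multiples of 2.5 times that value, within 0.02 of a step. The others lay between steps, so whole reads were not recovered and no count model was used. Depth was computed from that step and the length of 405 intronless olfactory receptor genes, taking 1 step as 1 read. In all, 1033 genes had values identical to those of another gene in every library, of which 4 passed the filter. Values of genes with near-identical copies are uncertain in the same way. All columns of values were used. Of the accessions, 19886 matched the RefSeq gene table, and positions were taken from the GENCODE annotation of GRCm38, which may not be the build the authors used.

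Values were analyzed as log2(RPKM + 1) for 11197 genes with at least 1 RPKM in 2 or more libraries. The fold changes are on this scale, which understates the change of low genes. Groups were compared with limma (version 3.58.1, R 4.3.3), using lmFit and eBayes with a trend, cKO minus WT, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. An exact permutation test of 2 against 2 libraries cannot give a two-sided p under 0.333, so only the model with spread pooled across genes was used. There were 48 gene lists fixed before the data were examined, with 1615 symbols, of which 1598 were in the table. Of these, 45 lists held at least 5 tested genes. Lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation and with fry. camera compares a list with all other genes, and fry asks whether its genes move on balance in 1 direction. Of the 3 lists too small to test, that of snRNA genes had 0 genes in the table, that of ubiquitin-system regulators of SMN had 3 of 4 tested genes higher, and that of erythroid cells had 0 of 4 passing.

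The genes named were chosen by a rule fixed before the data were examined. It took Bap1, Smn1, Pdgfra, Ly6a, Vcam1, Dpp4, and Cxcl14; the 12 genes with the largest fold change in each direction that passed the threshold, had groups that did not overlap, and had a mean of at least 5 RPKM in the higher group, leaving out symbols of predicted genes, Riken clones, pseudogenes, and LOC loci; and up to 4 members of each list that passed, or 2 of each that did not, with the smallest p, for lists that passed in the direction of the list. A gene outside the rule is said to have been chosen after its values were seen.

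The pipeline was tested on simulated data before use. Reads were drawn for the 11197 genes from the observed means and depths and the observed spread between libraries, with 200 genes changed. In this simulated comparison of cKO with WT, limma called 28.4% of genes changed 1.5-fold, 86.6% of those changed 2-fold, and 100% of those changed 4-fold, and 8.28% of its calls were unchanged genes. camera called the list that had been shifted by 0.5 log2 units and 0 others. The simulated genes varied independently of one another and without a shift of the median gene. The simulation therefore does not show how often camera calls unchanged lists of correlated genes. Alternatives fixed before the data were examined were pseudocounts of 0.1 and 0.5, no filter or a filter at 5 RPKM, median-ratio, quantile, and cyclic loess scaling, eBayes without trend or with robust estimation, the replicate number as a block, leaving out each library, the adjusted p limit of the study, and a minimum fold of 2. Figures were drawn with matplotlib.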

Results

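The data were RNA-Seq profiles of mesenchymal cells sorted from mouse hind limb muscle as cells positive for Sca1 and negative for CD31, CD45, and Vcam1. Cells of this gate are called fibroadipogenic progenitors (FAPs), the interstitial fibroblast-like cells of skeletal muscle. The labels name 2 groups of 2 libraries each, WT and conditional knockout (cKO), the latter from Prx1-Cre Bap1 floxed mice, in which Cre acts in limb mesenchyme. The table gave RPKM, reads per kilobase of transcript per M reads, for 20027 protein-coding genes. The steps between its lowest values placed the depth at 46.5 and 89.1 M reads for WT replicates 1 and 2 and at 90.4 and 41.4 M reads for cKO replicates 1 and 2, if 1 step is 1 read. At these depths, 1 RPKM in a transcript of 1 kb stands for 41.4 to 90.4 reads. Between 10472 and 11195 genes reached 1 RPKM in a library. The titles give each library a numbered male of its genotype, so the libraries were treated as separate animals.

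The targeted gene was examined first. Bap1 (NM_027088) encodes a nuclear deubiquitinase and lies on the plus strand of chromosome 14 from 31251450 to 31259944 in the GRCm38 annotation, where its first listed transcript has 17 exons. Its level was 13.95 and 12.86 RPKM in the libraries labelled WT and 14.24 and 15.33 RPKM in those labelled cKO. The log2 fold change was 0.13 with a 95% interval from -0.17 to 0.43 (limma adjusted p = 0.443), and it turned negative under every rescaling of the libraries, at -0.16 with median-ratio scaling and at -0.22 with both quantile and cyclic loess normalization. The RPKM covers the whole transcript, whereas the floxed allele removes only some exons, so the value does not check the genotypes. The study reports that the deletion shifts the reading frame and that Bap1 was disrupted in knockout FAPs. The RPKM shows no loss of the transcript. Groups are therefore named by their labels, and every direction below rests on those labels.

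Smn1, the gene of the survival of motor neuron protein whose mRNA and protein the study compared, was higher in the libraries labelled cKO. Smn1 (NM_011420; chromosome 13, 100124852 to 100137690, plus strand, GRCm38) stood at 5.35 ± 1.07 RPKM in WT and 12.6 ± 1.29 RPKM in cKO (SD, n = 2 each; limma adjusted p = 0.00277). The fold was 2.15 with a 95% interval from 1.64 to 2.83. Relative to the median gene, the log2 difference was 0.84. Relative to Gapdh, which was itself higher in the libraries labelled cKO with a log2 fold change of 0.52, Smn1 stood at 1.37% and 1.07% in WT and at 1.99% and 2.01% in cKO, a ratio of 1.65 between the group means. Of the SMN complex, 4 of 8 tested members were higher and none was lower, among them Strap with 38.1 ± 1.496 RPKM in WT and 66.8 ± 8.75 RPKM in cKO (SD, n = 2 each), whose call ended with median-ratio scaling. The list itself did not pass (camera adjusted p = 0.216).

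Among the markers of the sort and of FAP subpopulations, most were lower in the libraries labelled cKO. Pdgfra, a receptor used to identify FAPs, fell from 120.0 ± 22.1 to 60.5 ± 13.0 RPKM (log2 fold change -0.98; limma adjusted p = 0.00580). Ly6a, which encodes the sorted surface antigen Sca1, fell from 168.0 ± 68.4 to 77.7 ± 43.4 RPKM (adjusted p = 0.0480). Dpp4, the marker of Dpp4+ FAPs, fell from 13.4 ± 6.74 to 3.85 ± 2.63 RPKM (log2 fold change -1.59; adjusted p = 0.0195). Cxcl14, the marker of the other FAP subpopulation, stood at 114.8 ± 22.9 and 112.6 ± 0.801 RPKM, with a 95% interval of the log2 fold change from -0.37 to 0.34. Vcam1, selected against in the sort, fell from 26.3 ± 1.93 to 19.4 ± 1.55 RPKM (adjusted p = 0.0329). The Ly6a call ended without WT replicate 1 or cKO replicate 2, where its log2 fold change was -0.74 and -0.57, and also without the filter, without a trend, and with a robust prior variance. The Vcam1 call ended without WT replicate 1, WT replicate 2, or cKO replicate 1, and without the filter. Without cKO replicate 1 or 2 the log2 fold change of Dpp4 was -2.18 and -1.01, and its call ended with a robust prior variance or without the filter on low values.

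**Figure D1:**
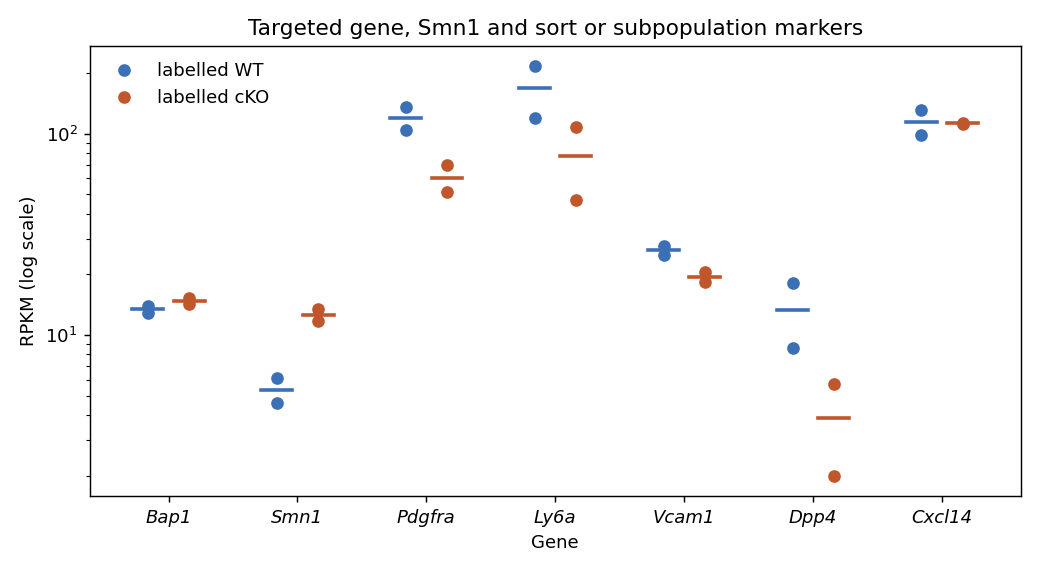
RPKM on a log scale (y axis) of the 7 genes fixed in advance (x axis); each point is 1 library, blue for those labelled WT and orange for those labelled cKO, and each bar is a mean of 2 libraries. Bap1 lay between 12.9 and 15.3 RPKM in all 4 libraries, while Smn1 was higher and Dpp4 lower in both libraries labelled cKO.

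Over all genes, 4016 were higher and 726 lower in the libraries labelled cKO among 11197 tested (limma, adjusted p under 0.05), so 84.7% of the calls were higher. The 2 groups did not overlap in 8100 tested genes, or 72.3%, against 33.3% by chance. The median log2 fold change of all tested genes was 0.27, and it fell to 0.01, -0.02, and 0.00 with median-ratio, quantile, and cyclic loess scaling. Under those scalings the calls divided nearly evenly, with 1769 higher and 1527 lower (53.7% higher), 1777 higher and 1818 lower (49.4%), and 1885 higher and 1710 lower (52.4%). Leaving out WT replicate 1 or WT replicate 2 lowered the number of higher genes to 2413 and 2386. The number of lower genes was 390 without WT replicate 2 and 1258 without cKO replicate 1. The tendency toward higher values in the libraries labelled cKO therefore depends on the scaling, and medians of gene lists are given below relative to the median gene where the text says so.

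The largest rises were in genes of cartilage matrix. Col2a1, the main collagen of hyaline cartilage (NM_031163; chromosome 15, 97975602 to 98004695, minus strand, GRCm38), rose from 1.85 ± 0.216 RPKM in the libraries labelled WT to 1393 ± 140.1 RPKM in those labelled cKO, a fold of 488.7 on the RPKM + 1 scale (log2 fold change 8.93, SE 0.13; limma adjusted p = 1.03e-07). Further fibrillar and fibril-associated cartilage collagens followed, with Col9a1 at 0.184 and 94.3 RPKM, Col9a2 at 1.255 and 115.1 RPKM, Col9a3 at 1.27 and 86.1 RPKM, Col11a2 at 2.96 and 210.4 RPKM, and Col11a1 at 4.50 and 122.7 RPKM in the respective group means. Acan, the large aggregating proteoglycan of cartilage, rose from 0.557 ± 0.287 to 80.2 ± 17.3 RPKM. Chad, Cnmd, Clec3a, and Comp, which encode other cartilage or tendon matrix proteins, reached 138.3, 54.3, 63.4, and 209.1 RPKM in the libraries labelled cKO. Spp1, the bone matrix protein osteopontin, rose from 0.782 ± 0.240 to 99.9 ± 31.9 RPKM. Adjusted p among these 12 genes ranged from 1.03e-07 for Col2a1 to 1.2e-04 for Comp.

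The largest fall was that of Fmo2, a flavin-containing monooxygenase, from 31.3 ± 1.35 to 1.61 ± 0.0172 RPKM (log2 fold change -3.63, SE 0.14; limma adjusted p = 1.37e-05). Dpep1, a dipeptidase, fell from 107.6 to 15.7 RPKM, Cpz, a carboxypeptidase, from 123.5 to 22.1 RPKM, and Adh1, an alcohol dehydrogenase, from 62.5 to 10.6 RPKM. Gdf10 and Bmp5, ligands of the BMP family, fell from 153.5 to 31.3 RPKM and from 17.9 to 3.12 RPKM. Mgp, an inhibitor of calcification, fell from 1938 ± 318.9 to 417.8 ± 93.2 RPKM. Prss12, Inmt, Agtr1a, Lrrc17, and Pdgfrl completed the 12 genes, with log2 fold changes from -2.60 for Prss12 to -2.30 for Pdgfrl. Adjusted p among the 12 ranged from 1.37e-05 for Fmo2 to 0.00344 for Adh1.

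**Figure D2:**
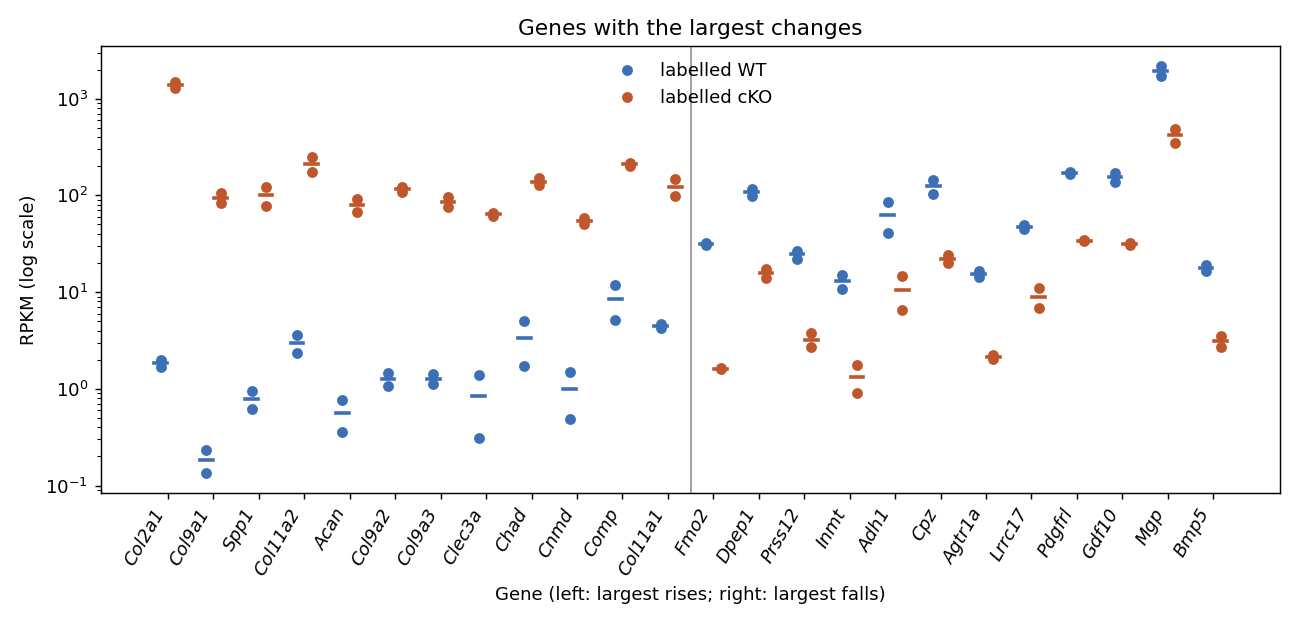
RPKM on a log scale (y axis) of the 12 genes with the largest rises and the 12 with the largest falls (x axis); points are libraries, blue for those labelled WT and orange for those labelled cKO, and bars are means of 2 libraries. In all 24 genes both libraries of a group lay apart from both of the other, with Col2a1 at 1.85 RPKM in the WT mean and 1393 RPKM in the cKO mean.

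Gene lists for the tissue were fixed before the data were examined, and 22 of 45 tested lists passed (camera with a preset correlation), 13 higher and 9 lower. With an estimated correlation 0 lists passed, with adjusted p from 0.602 to 0.710 among the 22, and fry called 23 lists. With that setting both the estimate and the test rest on 2 residual degrees of freedom, so the test has little power to pass any list. The lowest adjusted p over all 45 lists was 0.602, so these values do not tell lists apart. The tRNA processing and aminoacylation list, with an estimated correlation of 0.011, lost its call although that is near the preset 0.01. A high adjusted p under this setting therefore does not by itself point to correlated genes. No median of the 22 lists changed sides of the median gene with quantile or cyclic loess normalization.

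Lists of skeletal, connective tissue, and contractile cells were higher. Of the chondrocyte and osteoblast list, 19 of 21 tested genes were higher and none lower, 20 when adjusted over the list alone, and its median lay 3.35 log2 units above the median gene (camera adjusted p = 7.18e-11, and adjusted p = 0.602 with an estimated correlation). Snorc, listed in the table as 3110079O15Rik, was at 0.0142 RPKM in WT and 51.4 ± 2.57 RPKM in cKO. Its WT values, 0.0186 and 0.00972 RPKM, stood in the ratio of 1.917 that genes with no reads show between these libraries. They therefore stand for no reads. Of the tenocyte list, 13 of 17 were higher and none lower, also 13 adjusted over the list alone, and the median lay 2.19 above (camera adjusted p = 6.87e-06, and adjusted p = 0.602 with an estimated correlation). Fmod and Kera, small leucine-rich proteoglycans, rose from 28.3 ± 4.95 to 616.2 ± 80.2 RPKM and from 8.86 ± 0.971 to 217.4 ± 59.0 RPKM. The tenocyte list also holds Col11a1, Col11a2, Chad, and Comp, given above among the largest rises, so it is not separate from the cartilage signal. Of the perineurial and epineurial fibroblast list, 10 of 13 were higher, 11 adjusted over the list alone, and the median lay 2.12 above (camera adjusted p = 2.99e-05, and adjusted p = 0.602 with an estimated correlation). Itgb4, an integrin of the perineurium, rose from 0.558 ± 0.137 to 9.95 ± 1.57 RPKM, and Cldn1, a tight junction protein, from 3.14 ± 0.739 to 23.1 ± 5.13 RPKM. Of the pericyte and smooth muscle list, 15 of 19 were higher, 15 adjusted over the list alone, and the median lay 0.99 above (camera adjusted p = 2.06e-04, and adjusted p = 0.602 with an estimated correlation). Acta2 and Tagln, contractile genes of smooth muscle, rose from 9.03 ± 1.53 to 111.4 ± 23.5 RPKM and from 6.04 ± 1.07 to 100.1 ± 30.4 RPKM.

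Genes that identify FAPs went the other way. Of the FAP identity list, 12 of 18 were lower and none higher, 12 adjusted over the list alone, and the median lay 1.16 log2 units below the median gene (camera adjusted p = 7.18e-11, and adjusted p = 0.602 with an estimated correlation). Gsn, which encodes gelsolin, fell from 3486 ± 19.1 to 1403 ± 163.1 RPKM, Serping1 from 997.9 ± 46.3 to 449.6 ± 36.2 RPKM, Mfap5 from 531.1 ± 49.4 to 231.3 ± 8.41 RPKM, and Osr1, a transcription factor of FAPs, from 11.8 ± 1.74 to 2.29 ± 1.35 RPKM. Of the Dpp4+ FAP markers, 7 of 29 were lower and 6 higher, with the same counts adjusted over the list alone (camera adjusted p = 7.96e-05, and adjusted p = 0.630 with an estimated correlation). Pi16 fell from 132.2 ± 58.2 to 41.2 ± 16.7 RPKM and Cd248 from 80.8 ± 6.24 to 21.5 ± 15.8 RPKM, and without cKO replicate 1 or 2 the log2 fold change of Cd248 was -2.84 and -1.28. The list call ended without WT replicate 1. Of the Cxcl14+ FAP markers, 11 of 30 were lower and 5 higher, and 12 and 5 adjusted over the list alone (camera adjusted p = 2.88e-05, and adjusted p = 0.612 with an estimated correlation). Myoc fell from 177.5 ± 2.96 to 87.1 ± 1.91 RPKM and Penk, which encodes proenkephalin, from 279.8 ± 19.1 to 141.6 ± 12.6 RPKM. The median of the Cxcl14+ list lay 0.65 below the median gene and that of the Dpp4+ list 0.50 below, and the difference between them was not tested. fry did not pass for either subpopulation list.

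Myofiber genes, which the sort should leave out, were also lower. Of 15 tested, 11 were lower and 1 higher, 12 and 1 adjusted over the list alone, and the median lay 1.12 below the median gene (camera adjusted p = 2.77e-09, and adjusted p = 0.602 with an estimated correlation). Mylpf, a fast myosin light chain, fell from 18.3 ± 3.17 to 4.17 ± 1.03 RPKM and Acta1, skeletal actin, from 20.4 ± 6.02 to 6.12 ± 0.557 RPKM. The lists of endothelial, hematopoietic, muscle stem, and Schwann cells did not pass (camera adjusted p = 0.867, 0.876, 0.578, and 0.548). Single members did, with 6, 2, 4, and 6 genes higher and 1, 0, 1, and 1 lower of 13, 5, 9, and 12 tested. Of the endothelial list, Ecscr rose from 1.19 ± 0.0257 to 9.55 ± 3.75 RPKM, and of the hematopoietic list, Cd14 from 1.15 ± 0.0288 to 3.20 ± 1.07 RPKM. Of the muscle stem cell list, Itga7 rose from 10.5 ± 1.64 to 35.9 ± 8.99 RPKM, and of the Schwann list, Ncmap from 0.457 ± 0.0642 to 3.40 ± 0.851 RPKM. Immediate early genes that tissue dissociation induces were lower in 7 and higher in 2 of 35 cases, and lower in 2 and higher in 2 adjusted over the list alone (camera adjusted p = 2.88e-05, and adjusted p = 0.612 with an estimated correlation), and this call ended with quantile normalization and with fry. The median log2(RPKM + 1) of these genes overlapped between groups, at 7.62 and 8.01 in WT replicates 1 and 2 and 7.86 and 7.50 in cKO. Klf4 fell from 257.5 ± 1.29 to 182.5 ± 13.2 RPKM, a call that ended without either WT library.

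**Figure D3:**
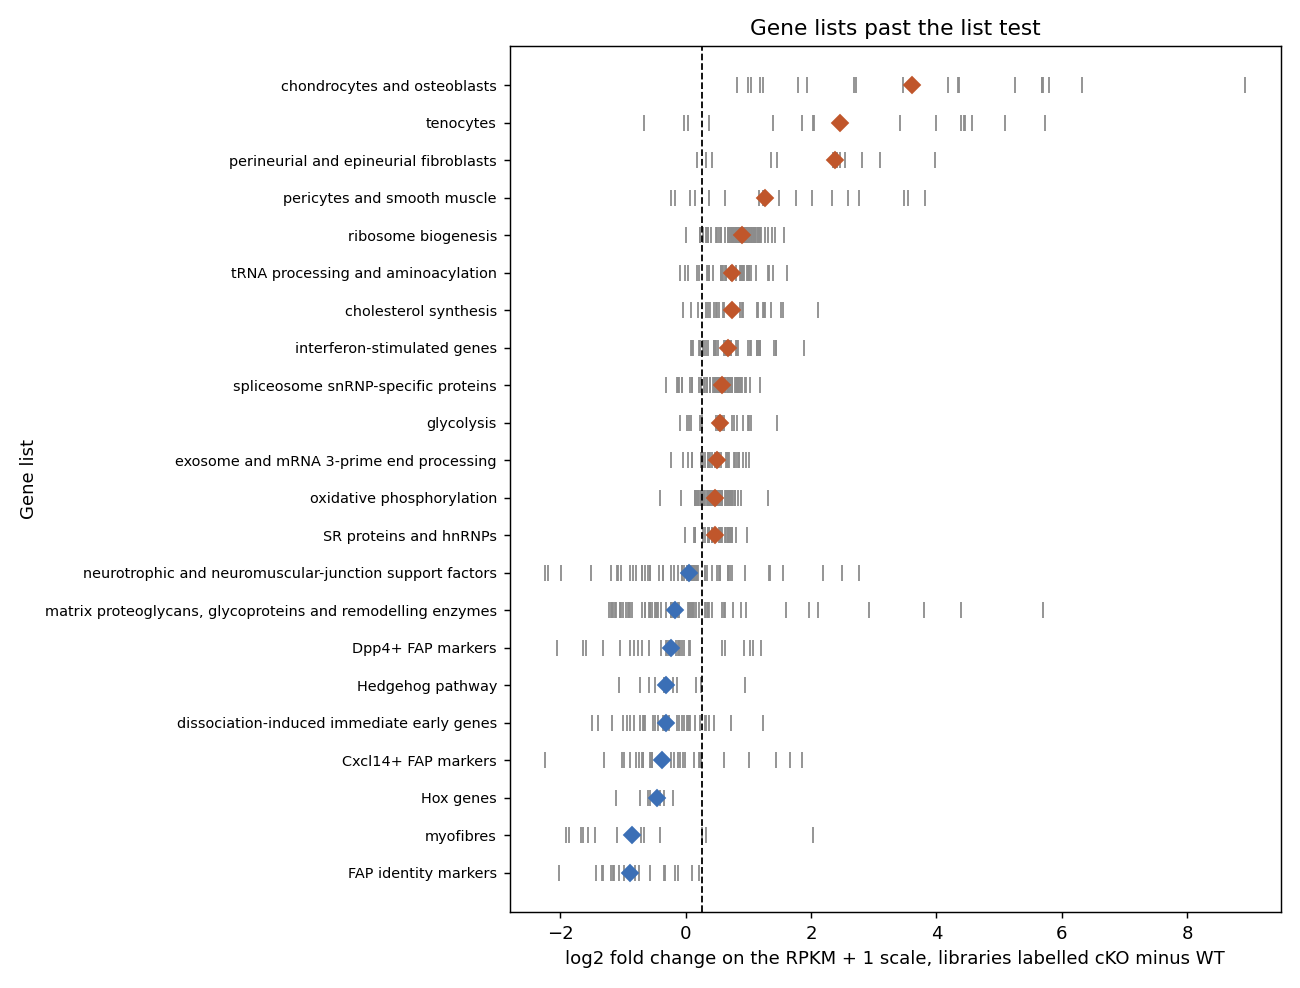
Log2 fold change on the RPKM + 1 scale, libraries labelled cKO minus WT (x axis), for the 22 lists that passed the list test (y axis); ticks are member genes, diamonds are list medians, not relative to the median gene (orange for lists called higher, blue for lists called lower), and the dashed line is the median of all tested genes at 0.27. Diamonds run from -0.89 for FAP identity markers to 3.61 for chondrocytes and osteoblasts.

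RNA-processing genes were compared because the study examined SMN, a protein needed to assemble spliceosomal particles. The study itself described this theme on these samples, so the lists are not independent evidence of a direction. Ribosome biogenesis was higher, with 66 of 76 tested genes higher and none lower, 69 adjusted over the list alone, and a median 0.63 log2 units above the median gene (camera adjusted p = 4.36e-10, and adjusted p = 0.612 with an estimated correlation). Heatr1, a factor of early ribosomal RNA processing, rose from 3.62 ± 0.179 to 12.7 ± 1.17 RPKM and Pes1 from 8.12 ± 0.195 to 18.98 ± 0.331 RPKM. tRNA processing and aminoacylation were higher in 29 of 37 genes, 31 adjusted over the list alone, with a median 0.48 above (camera adjusted p = 7.67e-05, and adjusted p = 0.602 with an estimated correlation). Nsun2, an RNA methyltransferase, rose from 9.27 ± 0.506 to 24.7 ± 3.26 RPKM. Proteins specific to single spliceosomal particles were higher in 40 of 59 cases, 46 adjusted over the list alone, with a median 0.32 above (camera adjusted p = 5.3e-04, and adjusted p = 0.602 with an estimated correlation). Snrnp40 rose from 8.90 ± 0.333 to 19.1 ± 0.307 RPKM and Sf3b3 from 25.3 ± 0.392 to 45.6 ± 3.48 RPKM.

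The remaining RNA-processing lists had medians closer to the median gene, and differences between lists were not tested. Relative to it they lay at 0.20 (SR proteins and hnRNPs), 0.23 (exosome and mRNA end processing), 0.21 (Sm and LSm proteins), and -0.17 (ribosomal proteins). SR proteins and hnRNPs were higher in 22 of 35 cases, 26 adjusted over the list alone (camera adjusted p = 0.00586, and adjusted p = 0.710 with an estimated correlation), and exosome and mRNA end-processing genes in 15 of 30, 19 adjusted over the list alone (camera adjusted p = 0.0167, and adjusted p = 0.602 with an estimated correlation). Srsf1, a splicing factor, rose from 10.9 ± 0.798 to 22.6 ± 2.15 RPKM and Cpsf6, a cleavage factor, from 6.85 ± 0.264 to 14.3 ± 1.71 RPKM. The first call ended with median-ratio scaling, with fry, and without WT replicate 2 or cKO replicate 2. The second ended without either WT library. The Sm and LSm proteins, which include the Sm ring that SMN loads onto snRNAs, were higher in 12 of 21 cases and lower in none, but the list did not pass (camera adjusted p = 0.0952). Snrpd1, a member of the Sm ring, rose from 21.0 ± 2.74 to 44.1 ± 8.33 RPKM. Ribosomal proteins were higher in 2 of 78 cases, 0 adjusted over the list alone (camera adjusted p = 0.125). All genes tested are protein coding, and snRNAs were not analyzed here.

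Metabolic and interferon lists were also higher, beside the shifts in lists of cell types given above. Interferon-stimulated genes were higher in 31 of 42 cases and lower in none, 33 adjusted over the list alone, with a median 0.40 above the median gene (camera adjusted p = 4.36e-05, and adjusted p = 0.602 with an estimated correlation). Gbp2, an interferon-induced GTPase, rose from 23.4 ± 0.182 to 64.2 ± 11.8 RPKM and Ifi27l2a from 6.92 ± 3.14 to 27.2 ± 4.98 RPKM. Cholesterol synthesis was higher in 18 of 24 genes, 20 adjusted over the list alone (camera adjusted p = 3.95e-04, and adjusted p = 0.612 with an estimated correlation). Oxidative phosphorylation was higher in 51 and lower in 1 of 77 genes, 56 and 1 adjusted over the list alone (camera adjusted p = 3.67e-04, and adjusted p = 0.612 with an estimated correlation). Glycolysis was higher in 14 of 20 genes, 14 adjusted over the list alone (camera adjusted p = 0.0237, and adjusted p = 0.612 with an estimated correlation), and Slc2a1, a glucose transporter, rose from 34.4 ± 2.5 to 96.9 ± 20.1 RPKM. The medians of the cholesterol, oxidative phosphorylation, and glycolysis lists lay 0.47, 0.20, and 0.29 above the median gene. That of oxidative phosphorylation was 0.47 as deposited and 0.18, 0.13, and 0.13 with median-ratio, quantile, and cyclic loess scaling. A part of its rise therefore goes with the scaling. The oxidative phosphorylation call ended without WT replicate 2, and the glycolysis call ended without WT replicate 2, without cKO replicate 2, and with a filter at 5 RPKM.

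Secreted and matrix genes moved in both directions. The list of neurotrophic and neuromuscular junction support factors held 14 lower and 11 higher genes among 60 tested, with the same counts adjusted over the list alone (camera adjusted p = 0.00259, lower, and adjusted p = 0.602 with an estimated correlation). Its median log2 fold change, not relative to the median gene, was 0.05 and its mean 0.00, both above 0, while the list test, which compares it with the other genes, was lower. fry gave the opposite direction and did not pass. Bmp4 fell from 34.0 ± 3.95 to 7.94 ± 2.16 RPKM and Slit3, an axon guidance ligand, from 54.1 ± 1.23 to 18.6 ± 4.31 RPKM. Matrix proteoglycans, glycoproteins, and remodeling enzymes were lower in 26 and higher in 13 of 65 cases, and 26 and 16 adjusted over the list alone (camera adjusted p = 1.98e-05, and adjusted p = 0.602 with an estimated correlation). On the same scale the median of that list was -0.17 and its mean 0.10, which differ in sign, and fry again gave the opposite direction without passing. Ltbp4 fell from 772.8 ± 75.7 to 329.3 ± 15.3 RPKM and Mfap2 from 323.3 ± 21.7 to 143.9 ± 14.1 RPKM. Both list calls ended with quantile normalization, and that of the support factors also without the filter on low values.

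Of developmental lists, Hox genes were lower in 3 of 9 cases and higher in none, 3 adjusted over the list alone (camera adjusted p = 2.48e-05, and adjusted p = 0.612 with an estimated correlation), and Hoxc11 fell from 5.14 ± 1.11 to 1.85 ± 0.442 RPKM. The calls of the other lower members, Hoxd8 and Hoxc6, ended without WT replicate 1, WT replicate 2, or cKO replicate 2, and without the filter. Their log2 fold changes were -0.60 and -0.72, and -0.42 and -0.41 without cKO replicate 2. Hedgehog pathway genes were lower in 1 and higher in 1 of 11 cases, 0 and 1 adjusted over the list alone (camera adjusted p = 0.0115, and adjusted p = 0.612 with an estimated correlation), and Boc, a Hedgehog coreceptor, was the lower member at 41.9 ± 6.13 and 28.0 ± 7.93 RPKM. The Boc call ended without WT replicate 2, without cKO replicate 2, where its log2 fold change was -0.30, without the filter, and without a trend. fry did not pass for either list. Developmental transcription factors under Polycomb control were higher in 10 and lower in 7 of 27 cases, and Polycomb subunits were higher in 10 of 31, and neither list passed (camera adjusted p = 0.0601 and 0.867). Sox9, the master regulator of chondrocytes, rose from 15.8 ± 0.400 to 33.7 ± 1.14 RPKM. Binding partners of BAP1 were higher in 3 of 9 cases (camera adjusted p = 0.554), and the calls of Foxk2 and Hcfc1 among them ended under each of the scalings tried.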

Values the study reported

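The study isolated the FAPs for RNA-Seq from the hind limbs of 1.5-week-old mice and called differentially expressed genes at an FDR cutoff of 1e-05. It stated that genes of RNA processing were lower in the knockout FAPs, by gene ontology (GO) enrichment, and that levels of snRNAs were lower. It also stated that SMN protein was reduced without a difference in its mRNA, the protein being measured in older mice than the mRNA.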

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

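Smn1 kept its direction and stayed past the threshold under every alternative that kept the threshold of 0.05, with log2 fold changes from 0.80 to 1.28. Bap1 passed in none. Its log2 fold change was -0.16 with median-ratio scaling, -0.22 with quantile and -0.22 with cyclic loess normalization, and -0.10 with libraries rescaled without the 50 genes that take most reads, an alternative chosen after seeing the data. The numbers of higher and lower genes were 1769 and 1527, 1777 and 1818, 1885 and 1710, and 2120 and 1173 under those 4 scalings. At least 2-fold changes numbered 879 and 168, since small changes drop out. At the adjusted p limit of the study, limma called 5 genes higher, Smn1 not among them, and 0 lower, against 4762 and 978 at an unadjusted p under 0.05. No other gene test was run. With each library left out in turn, the counts ranged from 2386 to 4044 higher (2413 without WT replicate 1 and 2386 without WT replicate 2) and from 390 to 1258 lower (390 without WT replicate 2 and 1258 without cKO replicate 1). The lone library of a group is then assumed to vary like the other group, and the cause was not tested. The estimated correlation, tested on 2 residual degrees of freedom, gave 0 lists higher and 0 lower. Among the 22 lists the estimates ran from -0.022 (exosome and mRNA end processing) to 0.92 (Hox genes). The exosome list, below the preset 0.01, and the tRNA list, near it at 0.011, lost their calls too. Correlation of genes therefore does not account for the loss in those lists. With fry, 21 lists were higher and 2 lower, because it does not compare lists with other genes and so takes in the shift of the median. With fry, the list of matrix proteoglycans, glycoproteins, and remodeling enzymes and that of neurotrophic factors took the opposite direction, at adjusted p = 0.678 and 0.126. Without WT replicate 2 the log2 fold change of Cxcl14 was 0.19. Other alternatives kept the counts within 1.5 times. At the filter, 1 RPKM in a transcript of 1 kb is 41.4 to 90.4 reads, and a limit of depth on the calls was not tested.

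The labels share replicate numbers, but nothing shows that these pair the libraries: deviations of same-numbered libraries correlated at -0.304 across genes. With a replicate block, 3552 genes were higher and 731 lower, and the log2 fold changes of Bap1 and Smn1 were 0.13 and 1.11. With it 11 lists were higher and 8 lower, of which 9 and 8 were among the 13 and 9 called without it. The block ended the calls of SR proteins and hnRNPs, exosome and mRNA end processing, oxidative phosphorylation, and glycolysis. It also ended those of Vcam1 and of the list of matrix proteoglycans, glycoproteins, and remodeling enzymes. With the crossed pairing, added after seeing the data, 4807 genes were higher and 1088 lower, and 13 lists were higher and 9 lower. The Ly6a call ended with that pairing.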

Other observations

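Collagens did not pass as a list (camera adjusted p = 0.422) although 26 of 41 tested members did, 19 higher and 7 lower. The abundant fibroblast collagens, chosen here after their values were seen, were lower in the libraries labelled cKO: Col1a1 fell from 6775 ± 191.3 to 2733 ± 736.9 RPKM, Col1a2 from 7168 ± 684.7 to 3471 ± 758.4 RPKM, and Col3a1 from 15821 ± 1055 to 5895 ± 229.0 RPKM (SD, n = 2 each). Col3a1 ranked first in every library, so quantile normalization sets its change to 0.00 by construction. By RPKM times transcript length, Col3a1 took 8.80% and 8.02% of reads in WT and 3.22% and 3.04% in cKO, and all collagens together 21.5% and 20.6% against 13.1% and 11.4%. The targets of TGF-beta divided in the same manner, with 12 of 24 higher and 4 lower (camera adjusted p = 0.867), and Tnc, tenascin of tendon and wounds, rose from 14.2 ± 1.40 to 114.8 ± 7.85 RPKM. Adipogenesis genes were higher in 11 and lower in 4 of 26 cases (camera adjusted p = 0.997), and Plin2, a lipid droplet protein, rose from 22.9 ± 6.71 to 80.0 ± 6.41 RPKM and Adipoq, which encodes adiponectin, from 1.16 ± 0.203 to 6.29 ± 0.353 RPKM.

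Among the support factors for nerve and neuromuscular junction, 3 genes chosen after their values were seen were higher in the libraries labelled cKO. Gdnf, which encodes a ligand of the GDNF family, rose from 2.71 ± 0.258 to 20.1 ± 4.74 RPKM (limma adjusted p = 2.25e-04). Agrn, which encodes agrin, rose from 5.71 ± 0.281 to 16.1 ± 0.0969 RPKM, and Lama5, a laminin chain, from 1.20 ± 0.376 to 13.8 ± 0.427 RPKM. RPKM per gene does not tell splice forms apart. Of p53 targets and cell-cycle inhibitors, 9 of 33 were higher and 3 lower (camera adjusted p = 0.867), and Perp rose from 0.430 ± 0.0815 to 12.9 ± 4.93 RPKM and Aen from 4.98 ± 0.929 to 19.4 ± 2.21 RPKM. In the list of unfolded protein and integrated stress responses, 12 of 35 were higher and 1 lower (camera adjusted p = 0.361), and Chac1 rose from 0.438 ± 0.0483 to 8.73 ± 0.862 RPKM. The lists of mitosis, DNA replication, and replication-dependent histones did not pass either (camera adjusted p = 0.0895, 0.505, and 0.125), with 17 of 39, 14 of 40, and 6 of 9 genes higher and 0, 2, and 0 lower. Neither did those of Wnt targets and modulators, antigen presentation, cytokines, complement, and perinatal imprinted genes (camera adjusted p = 0.167, 0.149, 0.746, 0.125, and 0.122).

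The direction of RNA-processing genes here was higher in the libraries labelled cKO, with 66 of 76 ribosome biogenesis genes and 40 of 59 spliceosomal genes higher and none lower. That is opposite to the direction quoted from the study above. The study's direction came from GO enrichment, and these counts from fixed lists at an adjusted p under 0.05. At that threshold 4016 of all 11197 tested genes were higher. The spliceosomal median log2 fold change was 0.59 as deposited and 0.30, 0.24, and 0.26 with median-ratio, quantile, and cyclic loess scaling. The SMN complex, Sm and LSm, and ribosomal protein lists did not pass. The log2 fold change of Smn1 was 1.11 here, and its ratio to Gapdh was 1.65 times as high in the libraries labelled cKO. The study described no difference in that mRNA, but by quantitative PCR, and it does not say whether the same animals were sequenced. The 5 genes under the adjusted p limit of the study were Col2a1, Col9a1, Col9a2, Col9a3, and Snorc (3110079O15Rik).

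The tests of a lower FAP share for the cartilage genes, of exchanged labels, and of depth were chosen after the results were seen. The others in the next paragraphs were chosen before.

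Cartilage and tendon genes were higher in both libraries labelled cKO. The median log2 fold change of the cartilage and bone list was 3.61 as deposited and 3.44, 3.35, and 3.42 with median-ratio, quantile, and cyclic loess scaling. A lower share of FAPs was predicted to raise every other cell type alike. This was not met, since the myofiber list lay below the median gene (-1.12). The endothelial, hematopoietic, Schwann, and pericyte lists lay 0.12, 0.10, 0.26, and 0.99 above it (SE of the median 0.33, 0.30, 0.26, and 0.37). The sort should leave out myofibers, endothelial cells, and hematopoietic cells, so their lists need not follow the FAP share. The test therefore cannot exclude a lower share of FAPs, and a gain of some cell types stays open. Cartilage cells carried into the sort may be a source: of 12 further cartilage transcripts (Snorc is also in the list), 7 had a mean at least 2-fold higher with groups that did not overlap and a mean of 1 RPKM or more in the higher group, between the 9 that would have spoken for it and the 4 against, and 7 of the 12 were at 1 RPKM or more in WT. The gate asks for Sca1 and does not exclude cartilage cells by a marker of their own, so cartilage cells and a cartilage program within FAPs of the knockout cannot be told apart from these libraries.

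Ribosome biogenesis genes were higher in the libraries labelled cKO. The list median was 0.89 as deposited and 0.62, 0.59, and 0.60 with median-ratio, quantile, and cyclic loess scaling, so a part of the rise goes with the scaling. It lay at percentile 100 of 10000 random lists matched on mean expression, which argues against expression level. An exchange of the genotype labels could turn the direction around, and cannot be told apart from a rise in the knockout, because the log2 fold change of Bap1 was 0.13 with a 95% interval that includes 0. A change in cell makeup was not tested for this list and stays open, because the cartilage and bone, tenocyte, and perineurial lists lay 3.35, 2.19, and 2.12 above the median gene and FAP identity 1.16 below. The tenocyte list holds cartilage matrix genes such as Col11a1 and Col11a2, so it is not a separate sign of such a change. The genotype stays open as well.

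More genes were higher than lower in the libraries labelled cKO. The 50 genes with most reads took 36.0% and 35.5% of reads in WT and 24.8% and 22.6% in cKO, and rescaling each library to its total without them left a shift of 0.06 (0.0564) of the median log2 fold change, or 21.2% of the original 0.27. This is consistent with a shift that arises because RPKM shares a fixed total among genes. Depth argues against itself as the cause, since it crossed the groups, with 89.1 M reads in the deeper WT library and 41.4 M in the shallower cKO library. Of the 3 ways to divide the 4 libraries into pairs, 1, the real one, gave as many as 4742 genes and the highest of the others 0. There were 3 divisions, which are too few for a share under 0.05. Each of the others puts a WT with a cKO library, so any difference between the groups counts there as spread. Few calls in them follow from the design, and nothing is concluded from this count.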
